A study of Karenia brevis with 9 samples. Its data were reported in "Global Analysis of mRNA Half-Lives and de novo Transcription in a Dinoflagellate, Karenia brevis" (2013).

How the data were processed

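Newly transcribed RNA was measured in 9 cultures of the toxic dinoflagellate Karenia brevis, a single-celled marine alga. Cultures adapted to 10 µM nitrate were N-depleted. A group of 3 cultures received no nitrate, and the other 6 received 155 µM nitrate. RNA made during 1 h was labelled with 0.2 mM 4-thiouracil, a uracil analogue that lets new RNA be biotinylated and pulled down, in the N-depleted cultures, in the hour ending 1 h post N-addition, and in the hour ending 4 h post N-addition. Each group had 3 cultures. From each culture 25 ng of the newly transcribed fraction was amplified, labelled with Cy3 and hybridized to a one-color Agilent array of 10263 probes of 60 bases and 536 control spots.

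The authors scanned each array and deposited Agilent Feature Extraction output, in which the processed signal is an intensity on a linear scale with background removed. Per the file headers the version was 10.7.3.1 and the protocol GE1_107_Sep09, while the methods of the study name an earlier version with a further normalization step, and the files were read as their headers describe them. The deposited files also give, for each spot, an error of the processed intensity, the mean and background intensity, the standard deviation over pixels, a p-value of the spot against background, and marks for spots well above background and for outliers. The values in the deposited series table were the processed intensity, with 97191 of 97191 values within 0.5% of it.

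Probes are named by the contig number in the array files, with the file's own description, which is often a distant match and can differ from the name the study gave the contig. No genome was used, so no coordinates are given. The main values were log2 of the processed signal minus the 75th percentile over the probes of that array. Spots marked as outliers, 25 in all, were left out. Probes called well above background on at least 3 of the 9 arrays were tested, which kept 9469 probes and left out 794, of which 467 were above background on no array. Of all probes, 6909 were above background on all 9 arrays.

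A mean per group was fitted to all 9 arrays with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), which left 6 residual degrees of freedom. The contrasts were 1 h against N-depleted, 4 h against N-depleted, 4 h against 1 h, and the mean of 1 h and 4 h against N-depleted, with a moderated F test of any difference among the 3 groups. Adjusted p-values are Benjamini-Hochberg over the probes tested, with a threshold of 0.05. The threshold the study used, a fold change of at least 1.7 with an unadjusted p of at most 0.0001, was applied to limma's p. The Rosetta error model of the study was not used here, and composites built from Feature Extraction's own errors stood in for it as alternatives. Fold changes of contigs that the study listed were also counted. Pentatricopeptide repeat (PPR) proteins bind organellar RNA, and the PPR list was every probe whose description holds PPR or pentatricopeptide. It was tested with camera (preset inter-gene correlation 0.01), with fry, and against 10000 random lists matched on mean signal in 20 bins.

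Probes named in the text followed a rule fixed before the data were examined, as were the groups, the tests and the alternatives not described below as added. For each time the rule took up to 5 higher and 5 lower probes past the adjusted threshold, then those past the study's threshold, and otherwise the 3 with the lowest p. It added the contigs the study listed at both times and the contig the study named as a PPR protein. Probes named outside it are described as chosen after their values were seen. Where no array of a group was well above background, a fold change is given only as an approximate bound. The bound sets the brighter group's mean against the higher, per array, of the dim probe's own value and the lowest signal among probes well above background. Arrays of the brighter group that were not well above background entered at their own value, so the true fold change can be smaller.

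The fit was tested on simulated data for the 9469 probes, with independent normal noise at each probe's own spread and 200 probes changed at 4 h. It recovered 43% of the changed probes at a log2 change of 1, with 1 false call, and 83% at a log2 change of 2, with 5 false calls. In the simulated 1 h contrast, which had no changed probe, 0 probes were called.

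Alternatives were median centring, quantile normalization, normexp (offset 50) with quantile normalization, the series table, other filters on dim probes, outlier spots kept, an intensity trend with robust estimation, array weights, only the compared groups, slide as a block, composites, other set tests, an adjusted threshold of 0.1, and each array left out in turn. Slide and scan divided the arrays alike. The replicate numbers were different in every group, so nothing paired the cultures. Tables were read and figures drawn with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.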

Results

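Newly transcribed RNA was compared between N-depleted cultures and cultures sampled 1 h and 4 h post N-addition, with 3 arrays per group, 1 for each culture. The comparison addressed whether nitrate changes the rate of de novo transcription within hours. The number of arrays limits the precision: an exact permutation test of 3 against 3 cannot give a two-sided p under 0.1. No spot of a gene probe was saturated.

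Arrays differed in how many probes were well above background. The share was 69.9% to 89.1% on the N-depleted arrays, 72.7% to 93.1% at 1 h and 75.5% to 93.8% at 4 h. It followed the position of the array on its slide. The 3 arrays in slide row 1 (Kb7 at 1 h, Kb10 and Kb8 at 4 h) lay between 92.7% and 93.8%, and the 6 arrays in slide row 2 between 69.9% and 89.1%. The standard deviation of negative control spots was 1.45 to 1.59 in row 1 and 2.62 to 6.05 in row 2. No N-depleted array was in row 1, so nitrate and slide row overlapped in part. Across probes, pairs of arrays correlated at 0.963 to 0.992. Pairs of the same group had a median r of 0.978 and pairs of different groups 0.979, while the 3 pairs within row 1 reached 0.991 to 0.992. Probes are not independent replicates in these correlations.

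**Figure D1:**
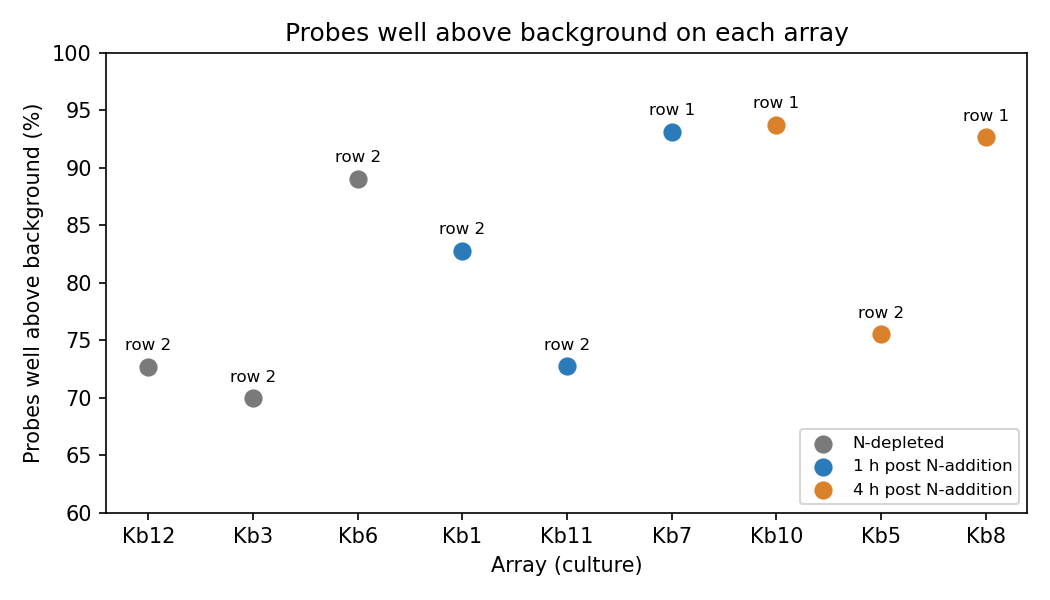
Share of gene probes well above background (y axis, percent) on each of the 9 arrays (x axis), coloured by group and marked with the slide row of the array; the y axis starts at 60%. The 3 row 1 arrays lie between 92.7% and 93.8%, above every row 2 array.

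The question at 1 h was which transcripts were made at another rate, relative to the others, in the first hour of nitrate. With limma, 0 of 9469 probes passed an adjusted p of 0.05 and 0 passed the study's threshold. At an unadjusted p under 0.05 there were 241 probes, 90 higher and 151 lower, where 473.45 would pass by chance. The smallest adjusted p was 0.998. The median log2 change over probes was -0.0016, and 357 probes had a fold change of at least 1.7. The count past the study's threshold moved most with how the composites were built. Composites weighted by Feature Extraction's spot error, and carrying only that error, passed 87 probes. With the larger of spot error and replicate standard error, 4 passed. Unweighted composites passed 371. They also carried only the spot error, but were run on all 10263 probes, those dropped by the filter included.

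At 4 h limma again called 0 of 9469 probes at an adjusted p of 0.05 and 0 at the study's threshold. There were 449 probes at an unadjusted p under 0.05, 308 higher and 141 lower, against the same chance number of 473.45. The smallest adjusted p was 0.960. Composites weighted by Feature Extraction's spot error passed 239 probes, unweighted composites over all 10263 probes 426, and composites with the larger error 13. Between 1 h and 4 h, 0 probes passed by adjusted p and 215 by unadjusted p in limma, 186 of them higher at 4 h. Over both times together 0 passed by adjusted p and 368 by unadjusted p. The moderated F test of the 3 groups called 0, with 255 at an unadjusted p under 0.05. The share of higher probes among those under unadjusted 0.05 depended on the scaling. At 1 h it was 37.3% with the 75th percentile, 51.7% with median centring, 45.2% with quantile normalization and 57.6% with normexp. At 4 h against N-depleted it was 68.6%, 63.4%, 60.3% and 63.8% in the same order. At 4 h minus 1 h it was 86.5%, 68.8%, 66.2% and 60.8%, again in that order. The scaling itself holds the median change of all probes near 0, so that median does not measure total transcription. It took either sign. At 1 h it was -0.0016 with the 75th percentile and 0.07 with median centring. At 4 h minus 1 h it was 0.06 and -0.02 in the same order. The balance of higher and lower probes at 1 h therefore has no direction that held under every scaling.

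The probes with the lowest p at 1 h did not pass the adjusted threshold in limma. Contig10741, named by the study as a sodium ion/proton transporter and described in the array files as a myeloid ecotropic viral integration site protein, had a log2 level of 1.26 ± 0.33 (SD, n = 3) in N-depleted cultures and 0.39 ± 0.13 at 1 h, a log2 change of -0.87 (SE 0.18, adjusted p 0.998). Contig1573, described as a pentatricopeptide repeat protein, changed by -2.30 (SE 0.50, adjusted p 0.998), and was well above background on 3 N-depleted arrays but on only 1 array at 1 h. Contig1072, described as a phosphoglycerate mutase family protein, changed by 0.64 (SE 0.15, adjusted p 0.998), and was well above background on only 1 N-depleted array. In each of these 3 probes the 1 h arrays lay apart from the N-depleted arrays, as chance gives in 10% of comparisons of 3 with 3.

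At 4 h the lowest p belonged to Contig5784, named by the study as a cupin family protein and described in the files as hypothetical protein VF1592, at -2.64 ± 0.06 (SD, n = 3) in N-depleted cultures and -1.80 ± 0.06 at 4 h. Its log2 change was 0.84 (SE 0.12) with a limma adjusted p of 0.960. Contig9721, described as a hypothetical protein, changed by 1.42 (SE 0.25, adjusted p 0.960). Contig9812, which the study named as a glutamine synthetase and the array files describe as hypothetical protein AN4445.2, changed by 2.14 at 4 h (SE 0.39, adjusted p 0.960) and by 1.05 at 1 h (SE 0.39, adjusted p 0.998). Contig9721 and Contig9812 were each well above background on only 1 N-depleted array, so the size of their changes is uncertain. All 3 nitrate arrays at 4 h lay above all N-depleted arrays for each of these probes.

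**Figure D2:**
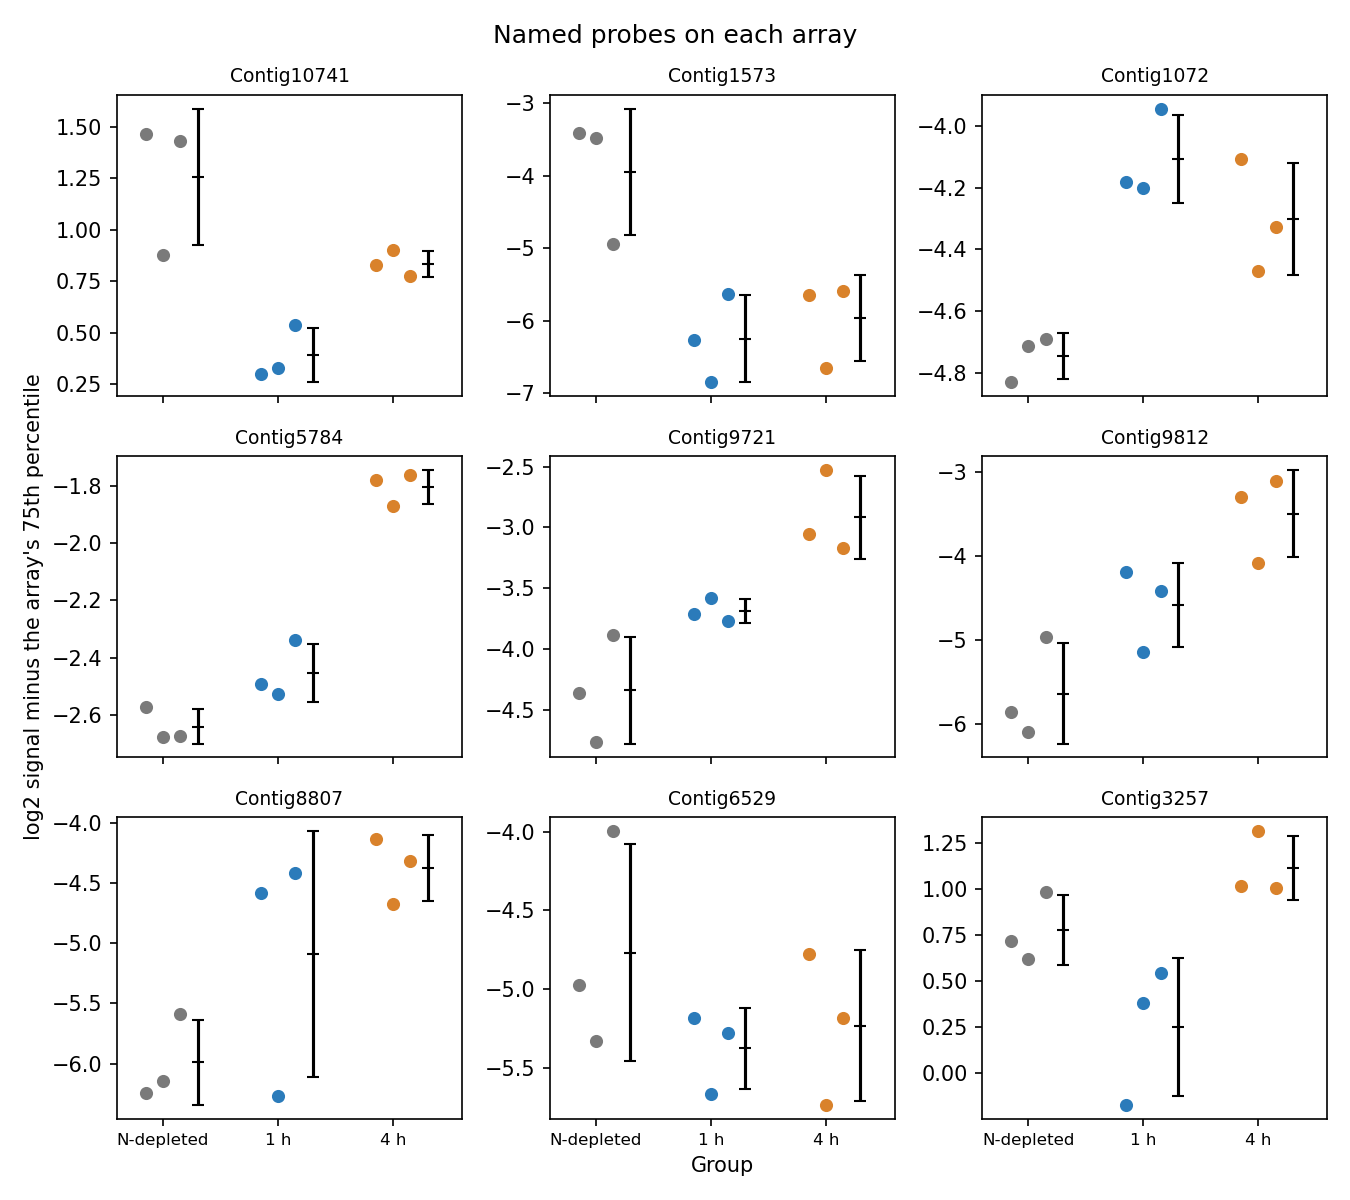
Log2 signal minus the array's 75th percentile (y axis) for 9 named probes in the 3 groups (x axis); points are arrays and bars are the mean ± SD of 3 arrays, with a separate y scale for each probe. Contig5784 shows the 4 h arrays, with a mean of -1.80, above the N-depleted arrays, with a mean of -2.64.

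Of the other contigs that the study listed at both times, Contig8807 was well above background on 0 N-depleted arrays and on 2 arrays at each time. It was higher at 4 h, with an approximate bound of 1.19-fold. Contig6529, well above background on 1 N-depleted array, changed by -0.61 (SE 0.37, adjusted p 0.998) at 1 h and by -0.46 (SE 0.37, adjusted p 0.960) at 4 h in limma, and without Kb6 these fell to -0.22 and -0.08. Contig2363 and Contig7355 were well above background on 1 of the 9 arrays, the N-depleted array Kb6, and were not in the fit. Contig2363 was lower, with an approximate bound of 1.13-fold at 1 h and 1.5-fold at 4 h. Contig7355 was lower, with an approximate bound of 1.15-fold at 1 h and 1.54-fold at 4 h. These bounds rest on Kb6 alone, which was 3.37 log2 above the next array for Contig2363 and 3.59 for Contig7355. Without it every array would be below background and no bound would remain.

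All contigs that the study listed moved in the listed direction when no filter was applied, 21 of 21 at 1 h and 36 of 36 at 4 h. The filter kept 11 of the 21 and 31 of the 36. At 1 h 8 of the 11 had an unadjusted p under 0.05, 2 passed when adjusted over the list alone, and 0 passed over all probes in limma. At 4 h 23 of the 31 had an unadjusted p under 0.05, 21 passed when adjusted over the list alone, and 0 over all probes. The study chose both lists on these samples, so the counts over the list alone are not independent evidence. With slide row as a block the 4 h count fell to 8. It also fell to 9 without Kb6, without Kb10 or without Kb8, and to 10 without Kb3. At 1 h it was 10 with quantile normalization, and 0 without Kb12 or without Kb1.

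Many listed contigs were bright on 1 array. At 1 h 9 of the 21, and at 4 h 6 of the 36, had a brightest array at least 2 log2 units above the next. Of the 15 contigs listed as lower at 1 h, 12 were brightest on the N-depleted array Kb6, 7 of them by that gap. So were 12 of the 14 listed as lower at 4 h, 5 of them by that gap. Kb6 was the only N-depleted array on slide 2. Of the 22 listed as higher at 4 h, 15 were brightest on Kb8, but 0 of these 15 by that gap.

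**Figure D3:**
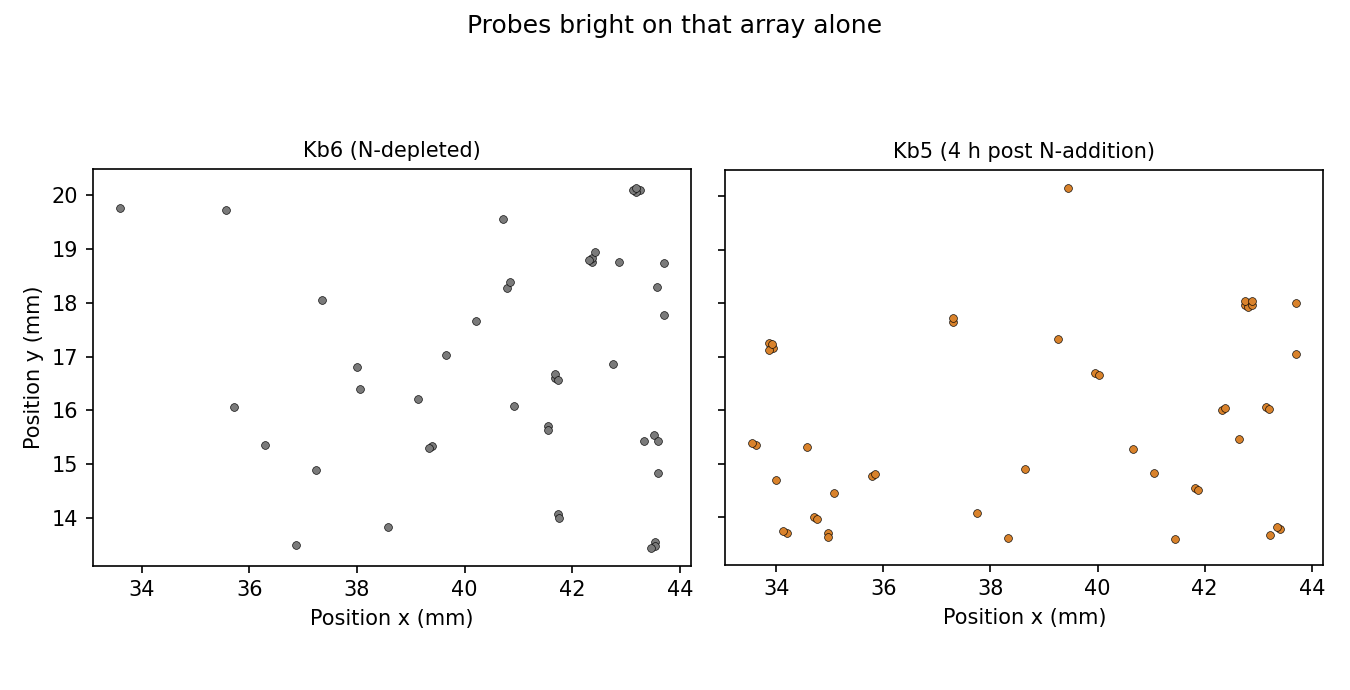
Positions on the array (x and y, in mm) of probes at least 2 log2 units brighter on that array than on any other, for Kb6 (N-depleted) and Kb5 (4 h post N-addition), with 46 probes each; each point is a spot. Small clusters of adjacent spots can be seen on both arrays.

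The study asked whether PPR transcripts rise in the newly transcribed pool. The array files describe 42 probes as PPR, fewer than the study counted, and 33 of them were in the fit. The values below describe those probes and not the whole class, and Contig3257, which the files describe as an unknown protein, is not among them. At 1 h their median log2 change was -0.22 and their mean -0.24, with 24 lower and 9 higher, against a median of -0.0016 over all probes. The median lay at percentile 0.05 of random lists matched on mean signal, which mostly ran from -0.13 to 0.09. Camera gave p 1.21e-05 for lower levels with the preset correlation. That call held neither with the correlation estimated from the data (0.18, p 0.102) nor with fry (p 0.122). With slide row as a block, fry gave p 0.0403 and camera with the correlation estimated gave p 0.0938, so the call depended on both the tool and the block. In limma 4 of the probes had an unadjusted p under 0.05, 1 passed when adjusted over the list alone and 0 over all probes. The direction at 1 h was the same under all scalings, and the median was closest to 0 with normexp, at -0.08.

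At 4 h the PPR median was 0.07 and the mean -0.04, with 20 probes higher and 13 lower, so median and mean differed in sign. Camera leaned lower (p 0.524) and fry higher (p 0.890), and the median lay at percentile 55.68 of matched lists. Adjusted over the list alone 0 probes passed, and 2 had an unadjusted p under 0.05 in limma. The median reversed to -0.19 with slide row as a block and to -0.12 without Kb10. The contig the study named as a PPR protein, Contig3257, changed by -0.52 at 1 h (SE 0.21, adjusted p 0.998) and by 0.34 at 4 h (SE 0.21, adjusted p 0.960) in limma.

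The 1 h and 4 h effects were correlated across probes, with Pearson's r 0.62 and Spearman's rho 0.58. Both contrasts use the same N-depleted arrays. Simulated unchanged groups sharing those controls gave a median r of 0.50, from 0.46 to 0.54 over 200 simulations. The simulated noise was independent between probes and of equal spread in every group, so this range can be too narrow. Other splits of the real arrays gave r from 0.16 to 0.79, so chance was not excluded. The effects had the same sign in 71.0% of probes, against 66.7% when simulated. Leaving out Kb7 moved r to 0.44, and leaving out Kb12 moved it to 0.74.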

Values the study reported

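The study reported that 0.2% of array features differed in the newly transcribed pool during the hour after nitrate addition, at a threshold of ≥1.7 fold and p ≤0.0001. Of those 21 features, 15 were less abundant than in N-depleted cultures. In the fourth hour it reported 0.34% of features, with 22 of 36 increased. It counted 93 features annotated as PPR proteins on an array of 10,263 probes, and described no PPR transcript as significantly changed at either time.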

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

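The tests of inter-gene correlation and mean signal for the PPR difference, and of slide row for Contig3257, were chosen only after the result was seen. No group held more than 3 arrays, so no array was tested for lying far from its group. Of the 60 control probes, 0 had every nitrate array above every N-depleted array on the scaled values.

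Contig3257, the contig the study named as a PPR protein, moved in opposite directions at the 2 times. All 3 arrays at 1 h lay below the N-depleted mean and all 3 arrays at 4 h above it. The difference, 4 h minus 1 h, was 0.86 on the log2 scale (SE 0.21). It was tested in limma and did not pass over all probes, with an adjusted p of 1.00. The slide row of the arrays was argued against as the whole cause, since the difference was 0.84 (SE 0.24) with slide row as a block. Uneven pixels were argued against too, since the spot's pixel variation reached at most percentile 20.5 among spots of similar signal on any of the 9 arrays. A response to time since nitrate addition and the spread between cultures both stay open. Chance also stays a candidate explanation, since the difference did not pass over all 9469 probes. The contig itself was fixed by the naming rule and not picked from those probes. With slide row as a block, a test chosen after the result was seen, its unadjusted limma p was 0.00806. It was flagged because of this difference, so that p does not exclude chance.

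The PPR list differed between the times. Its median 4 h minus 1 h change was 0.21, with 24 of 33 probes higher, and camera gave p 0.000608 with the preset correlation. Mean signal and GC content were argued against, since the median lay at percentile 99.25 of lists matched on signal and percentile 99.86 of lists matched on GC. With slide row as a block camera still gave p 0.0074, yet fry gave 0.235 and the median fell to 0.04, so much of the size went with the row. Correlation between the probes could account for the call, since with the correlation estimated camera gave p 0.182 and fry gave 0.122. Of the 10 splits of these 6 arrays, 1, the real one, gave a camera p as low, and 10 splits are too few to exclude chance. Over all probes 0 of the list passed in limma, and 8 passed when adjusted over the list alone, where 8 had an unadjusted p under 0.05. A change in the transcription of these probes between the hours stays open as a hypothesis. Apart from Contig3257, other PPR transcripts were not analysed here.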

How the results depend on the processing

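Slide row as a block, slide row 2 only and the unweighted composites were chosen after the data were seen. In all, 29 settings besides the reported one were run, 9 of which left out 1 array. The 18 changes of named probes kept their sign in all 396 alternatives that gave a value, and reversed in 0. Some of these settings cannot alter a probe's estimate, so they do not test its sign. Contig5784 at 4 h, for example, stayed at 0.84 with other filters, with an intensity trend and with only the compared groups. It also stayed there without any 1 h array. The size of the named changes often did not hold. The 2 named contigs outside the filter had no fitted value. Composites gave no F test, set test or correlation, and fits of only the compared groups gave no value for both times together or for the 3 groups.

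With normexp the change at 1 h went from -2.30 to -0.43 for Contig1573, from 0.64 to 0.12 for Contig1072, from 0.65 to 0.24 for Contig9721, from 1.05 to 0.21 for Contig9812 and from -0.61 to -0.10 for Contig6529. At 4 h it went from -2.02 to -0.44 for Contig1573, from 0.44 to 0.03 for Contig1072, from 0.84 to 0.49 for Contig5784, from 1.42 to 0.57 for Contig9721, from 2.14 to 0.51 for Contig9812 and from -0.46 to -0.08 for Contig6529. The 2 named probes with the highest signal changed less: Contig10741 was -0.79 at 1 h and -0.42 at 4 h with normexp, and Contig3257 was -0.53 at 1 h and 0.24 at 4 h. The normexp setting added an offset of 50 to every signal, which by construction shrinks the log2 changes of dim probes. Sizes also moved in other settings. Contig6529 fell to -0.22 at 1 h and -0.08 at 4 h without Kb6, and at 4 h ran to -0.97 with slide row 2 only. Contig3257 at 1 h was -0.31 without Kb1 and at 4 h 0.54 with slide row 2 only. Contig1072 at 4 h was 0.28 with slide row as a block and with slide row 2 only. The cause of the moves in these other settings was not tested.

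Counts by adjusted p were 0 in every planned setting that kept all 9 arrays, an adjusted threshold of 0.1 included. With slide row 2 only, 5 probes passed at 4 h, 5 between 1 h and 4 h and 1 among the 3 groups. That setting leaves 1 array at 4 h, Kb5, assumed to vary like the other groups, and all 5 probes at 4 h were bright on Kb5 alone. Over the fits without 1 array the counts ran from 0 to 1 at 1 h and over both times, in each case 1 without Kb6 (Contig3260, named after its values were seen), and were 0 in the other comparisons.

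The number past the study's threshold at 1 h was 1 with slide as a block (Contig1573) and with slide row as a block (Contig3548), 87 with composites carrying Feature Extraction error, 4 with the larger error, 371 with unweighted composites, and 0 to 2 without 1 array. At 4 h it was 1 with quantile normalization (Contig9812), 1 with probes above background on all 9 arrays, 1 with the background p on all 9 arrays (Contig5784 in both), 2 with array weights, 1 with slide as a block (Contig9721), 1 with slide row as a block (Contig3548), 11 with slide row 2 only, of which 10 were bright on Kb5 alone, 239, 13 and 426 with the 3 composites in the same order, and 0 to 1 without 1 array. Contig3548 was named after its values were seen. The composites with Feature Extraction error and the unweighted ones both leave out the spread between cultures. The unweighted ones were also run on all 10263 probes. Putting the replicate error back into the weighted composites lowered their counts from 87 to 4 and from 239 to 13.

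The number of listed contigs tested changed with the filter, so the counts below do not share a denominator. Of the 1 h list, those tested with the listed direction were 11 in the main fit and 21 with no filter. They were 7 with the background p and 4 with probes above background on all 9 arrays. Unweighted composites covered all 21 and all 36 listed contigs, against 11 and 31 in the main fit. The study's 1 h list had 2 contigs past the list alone. The number was 9 with median centring, 10 with quantile normalization and with normexp, 1 with no filter, 4 with probes above background on all 9 arrays, 5 with the background p, array weights, only the compared groups, slide as a block, slide row as a block and slide row 2 only, 11, 7 and 20 with the composites, and 0 to 7 without 1 array. For the 4 h list, with 21, it was 8 with slide row as a block, 0 with slide row 2 only, 33 with unweighted composites, and 9 to 23 without 1 array. The cause was not tested.

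The PPR median at 1 h, -0.2155, was no longer past 0.05 with fry (p 0.122) or camera with estimated correlation (p 0.102), and ran from -0.34 to -0.12 without 1 array. At 4 h it reversed to -0.19 with slide row as a block, -0.23 with slide row 2 only, -0.05 without N-depleted replicate 3 and -0.12 without 4 h replicate 10, and ran from -0.12 to 0.17 without 1 array. The correlation of effects was 0.52 with array weights, 0.75 with slide row as a block, 0.40 with slide row 2 only, and 0.44 to 0.74 without 1 array. The cause was not tested.

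Signal over background limits what can be seen of dim probes: 6909 of 10263 probes were above background on all 9 arrays, and 10 of the 21 contigs listed at 1 h were above it on fewer than 3.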

Other observations

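Several tests were chosen only after the result was seen. For probes bright on 1 array these were the tests of a local defect, GC content, slide row and nitrate group, with the 2 log2 gap and the 250 µm distance. For the contigs higher at 4 h they were all 3 tests, and for the share above background both tests. The counts of splits by adjusted p were also chosen then.

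On these arrays 196 probes were at least 2 log2 units brighter on 1 array than on any other. The number was 46 on Kb6, 46 on Kb5, 32 on Kb1, 29 on Kb11, 25 on Kb12, 11 on Kb3, 3 on Kb10, 2 on Kb7 and 2 on Kb8. A bright neighbouring spot was argued against, since the brightest spot within 250 µm lay at percentile 48.9 of that beside random spots. GC content was argued against, with a median of 51.7%, the same as the median of all probes. For the nitrate group, the exact permutation p was 0.5 for counts on N-depleted arrays against the others. With only 3 N-depleted arrays, that cannot exclude an effect of the group. A local defect of the array may be the cause: 108 of the 196 had another such probe within 250 µm, against mostly 6 to 25 in 10000 random placements (p 0.0001, the smallest they can give). Uneven pixels within the spot go with this, at median percentile 99 of spots of similar signal. Local background was raised slightly, at median percentile 59.2. Counts also differed by slide row, with an exact permutation p of 0.0238. Kb6 and Kb5, with the highest counts, were the only arrays on slide 2. The slide was not tested for these counts and stays open as well. Of the study's lists, 9 contigs at 1 h and 6 at 4 h were of this kind.

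The share of probes above background was higher in slide row 1 than in row 2, with an exact permutation p of 0.0119, and the row or what went with it is a candidate explanation. The nitrate group did not separate the arrays, since the shares overlapped. Its exact permutation p of 0.25 cannot exclude an effect of the group, with only 3 N-depleted arrays, all in row 2. Spike-in probes, 10 of them, ranged over 0.48 to 1.89 log2 units between arrays after scaling.

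With unweighted composites, 574 probes passed the study's threshold at 1 h or 4 h. Probes bright on a single array made up 26.0% of them and 1.91% of all probes, so they may be the source of a part but not of most. At 1 h 6 of the 10 splits of the arrays, and at 4 h 2 of the 10, gave as many probes past the threshold, which is too few splits to exclude chance.

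The contigs the study listed as higher at 4 h, 21 of them in the fit, varied together. Their mean relative to all arrays was -0.39, -0.65 and -0.71 on the N-depleted arrays, 0.21, -0.66 and 0.46 at 1 h (Kb1, Kb11 and Kb7) and 0.69, 0.24 and 0.80 at 4 h (Kb10, Kb5 and Kb8). After group means were removed their mean pairwise correlation was 0.60, against -0.03 to 0.16 for lists matched on mean signal. That is consistent with variation shared by replicate cultures of one group, though an effect of the arrays themselves would look alike. With slide row in the fit, the 4 h minus N-depleted difference was 0.77, and the exact permutation p over 180 relabellings within slide row was 0.0389. The list was chosen on the real labels, so row and nitrate cannot be told apart by this test. Other probes described as polyketide or fatty acid synthases, 14 outside the list, had a median 4 h change of 0.27, above the -0.10 to 0.23 of matched lists. Wider definitions gave 0.22 for 16 probes, above a limit of 0.21, and 0.2041 for 17 probes, just inside a limit of 0.2044. The call depends on the definition, so whether such transcripts respond as a class is left open.

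For the PPR probes at 1 h, mean signal and GC content were argued against, at percentile 0.05 and percentile 0.01 of matched lists. Slide row was argued against as the whole cause, with a camera p of 6.69e-05 and a fry p of 0.0403 when it was a block. Inter-gene correlation could account for the call, with a camera p of 0.102 when the correlation was estimated, and 0.0938 with the block as well. At 1 h 1 of 10 splits, the real one, gave a camera p as low as the real groups, and at 4 h 7 of 10 splits did. With 10 splits chance cannot be excluded.

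Other splits of the arrays gave as many probes as the real groups in most comparisons. By unadjusted p it was 8 of 10 splits at 1 h, 5 of 10 at 4 h, 6 of 10 between 1 h and 4 h, 37 of 84 over both times and 57 of 100 drawn for the 3 groups. For the study's lists over the list alone, 2 of 10 splits at 1 h and 1 of 10 at 4 h gave as many, with lists chosen on the real split. A correlation of effects as high came from 29 of 100 splits. Chance was not excluded in any of these comparisons. The counts by adjusted p and by the study's threshold say nothing either way. The real count was 0, which every split reaches, so 10 of 10 in each comparison of 2 groups, 84 of 84 over both times and 100 of 100 for the 3 groups were fixed beforehand.

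The array files describe 42 probes as PPR. That is lower than the value quoted from the study above. The share of tested probes past the study's threshold with limma was 0% at 1 h and 0% at 4 h. Both are lower than the values quoted from the study above.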
